A study of Mus musculus with 2 samples. Its data were reported in "SOX2 regulates foregut squamous epithelial homeostasis and is lost during Barrett’s esophagus development" (2025).

How the data were processed

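RNA was isolated with the RNeasy Mini kit from forestomach squamous organoids dissociated from Matrigel, labelled with the WT Plus assay and measured on Mouse Gene 2.0 ST arrays (Affymetrix). SOX2 KO organoids came from Krt5CreER/+ Sox2Δ/Δ ROSA26tdTomato/+ mice. The submitters label the other culture WT control and call the mouse wild-type, while the study describes its control mice as littermates without the Cre allele; the Sox2 alleles of this control are not given further. Groups were taken from the submitters' genotype labels, with 1 library in each of the 2 groups. Genotype therefore cannot be separated from mouse, culture, passage or array. The study induced Sox2 deletion in its mice with tamoxifen. If the control lacked Cre, loss of Sox2 also cannot be separated from Cre recombinase or tdTomato expression.

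The authors normalized the arrays in Transcriptome Analysis Console and deposited log2 probe set signals rounded to 2 decimals. The version and the summarization algorithm are not given in the sources used here. Per the file headers the annotation was built on mm10. The authors also deposited a signed fold change, which is WT control over SOX2 KO, and a p-value and an FDR p-value for each probe set. Of these p-values 0 lay below 1, as follows from 1 array per group, and they were not used. The deposited fold change matched the difference of the 2 log2 columns to within 0.02 on the log2 scale. The series value table held the same log2 values (0 differed). CUT&RUN data of the study were not analysed here.

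Of 34472 probe sets, 29971 had exactly 1 gene symbol, 1902 several and 2599 none. Genes were defined from the first class, with the probe set of highest mean signal taken for the 383 genes that had more than 1. A gene passed the floor if at least 1 array reached the median signal of all genes (3.3). The difference was the SOX2 KO minus the WT control log2 value, and a gene was counted past 2-fold at a difference of 1 or more in either direction. The study gives no expression threshold for these organoids. The number of arrays limits the precision: no error between replicates can be computed.

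In place of replicate error, each gene's difference was ranked among the 500 genes nearest in mean signal. The SD of the difference over 1127 olfactory receptor genes, taken as unexpressed here, was 0.26. Of these genes 8 were at least 2-fold higher in the SOX2 KO library and 0 at least 2-fold lower, with a median difference of 0.04. The 95th percentile of their values (3.84) stood in for background. Where the dimmer library lay below it, the fold was computed against that level and is given as at least N-fold. These stand-ins describe 2 arrays and contain no variation between cultures.

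Gene lists were fixed before the data were examined: basal squamous, squamous differentiation, desmosome, SPRR family, S phase and DNA replication, G2 and M phase, TGF-beta and BMP signaling, Notch signaling, p53 pathway, oxidative stress response, oxidative phosphorylation, glycolysis and mTORC1, interferon response, epithelial cytokines and alarmins, gastric and columnar, intestinal, fibroblast, leukocyte, endothelial and smooth muscle, immediate early and heat shock, sex-linked, SOX family and squamous transcription factors. For each, the median difference of members passing the floor was set against the medians of 10000 random lists of the same size, drawn with replacement from 20 bins of mean signal (seed 1). This describes the libraries and is not a test across samples. Some lists hold genes that the study had already named with a direction from these arrays. These are Krt13 and Krt6a (squamous differentiation), Dsp and Dsg3 (desmosome), Mki67 and Cdk1 (G2 and M phase) and Smad4 (TGF-beta and BMP signaling). The ranks of those lists are not fully independent of the study's calls. Named genes were those the study names, the 12 largest differences each way outside predicted genes, clones, pseudogenes and small RNAs, up to 4 members of each list with the largest difference, the sex-linked genes, and the members of the other cell type lists with the highest signal. Not every gene that this rule selects is reported here. Flg, Tgm3, Krtdap, Dmkn, Tgm1, Des, Col3a1, Hspa1a, Dnajb1, Cdh5, Kdr and Tie1 and the genes of the groups noticed later were named after their values were seen.

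The alternatives were centring on the median, quantile scaling, loess scaling (span 0.3), the series value table, no floor, a floor on both arrays, the mean of probe sets, genes with 1 probe set, 1.5-fold and 3-fold thresholds, random lists not matched on signal, and the mean in place of the median. Scaling alternatives kept the genes above the original floor. A floor at the olfactory receptor level and the counts without predicted genes, receptors and small RNAs or without genes sharing both values were added after the data were seen. Counting was tested on simulated data for this comparison, with the real mean signals, noise of the receptor SD and 200 changed genes among 15880 above the floor. Past 2-fold were 100% of genes changed by -2.0 and by 2.0, 94% of those changed by -1.5 and 98% of those changed by 1.5. These shares follow from the size of the noise that was put in. The real differences had an SD of 0.33 to 0.50 by band of mean signal, real changes included. The simulation had no background level, so it does not show that falls near background would be found. Of 200 unchanged lists, 3% fell outside the central 95% of random lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used.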

Results

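Gene expression was measured in squamous organoids grown from mouse forestomach, the part of the rodent stomach that is lined by squamous epithelium. One culture lacked Sox2 in its Krt5-expressing squamous cells (SOX2 KO) and the other was labelled WT control. Each group had 1 library, hybridized to 1 Affymetrix Mouse Gene 2.0 ST array, so no difference between the groups has a replicate check and no p-value is given. The values were the log2 signals deposited by the authors, which covered 34472 probe sets. They gave 29456 genes, of which 15983 reached the median signal of 3.3 on at least 1 array. The median of all probe sets was 3.30 in the WT control library and 3.29 in the SOX2 KO library. Differences are SOX2 KO minus WT control, and folds are those of the array signal. The comparison addressed which genes of the squamous program depend on SOX2, a transcription factor of the foregut epithelium.

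The Sox2 signal was 5.74 in the WT control library and 2.53 in the SOX2 KO library, a difference of -3.21. No gene among the 500 nearest in mean signal differed by more. The SOX2 KO value lay below the signal of 3.84 under which 95% of olfactory receptor values fell, a stand-in for background in these organoids, and against that level Sox2 was at least 3.72-fold lower. Its probe set (17396878) spans chromosome 3, positions 34650005 to 34652461 on the plus strand (mm10), which covers nearly the whole annotated Sox2 gene (34649995 to 34652461). Sox2 lies inside the span of the long noncoding RNA gene Sox2ot (34560381 to 34677993).

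Members of the squamous differentiation list differed in both directions. Krt13, the keratin of suprabasal mucosal epithelium, was 2.57-fold lower in the SOX2 KO library (10.33 in WT control and 8.97 in SOX2 KO), and the stress keratin Krt6a was 2.33-fold lower. Klf4, a transcription factor of squamous differentiation, was 3.29-fold lower. Krt10 and Krt1, the paired keratins of suprabasal epidermis, were 9.25-fold and 6.77-fold higher, and Lor, which encodes the epidermal envelope protein loricrin, was 3.27-fold higher. Of the 30 members of the squamous differentiation list, 7 were at least 2-fold lower and 5 at least 2-fold higher. Over all members, 20 were lower and 10 higher to any extent, and the lower ones included Krtdap (-1.10), Dmkn (-0.84) and Tgm1 (-0.90), which are also expressed in epidermis. The median difference was -0.66, and 0 of 10000 random lists matched on signal had a lower median. The mean of the same members was -0.19, since the higher members moved further.

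Basal squamous genes differed less. Krt5 (8.86 and 8.71), Krt14 (8.16 and 8.19) and Trp63 (6.44 and 6.31), the usual markers of the basal layer, were close to equal in the WT control and SOX2 KO libraries. Krt15, a basal keratin, was the 1 member of the 14 past 2-fold, at 2.35-fold higher. The list median was 0.07, with 2936 of 10000 random lists higher, and turned to -0.03 after quantile scaling. Among 13 squamous transcription factors above the floor none passed 2-fold, and the median was -0.10, with 1641 random lists lower. Of the 11 SOX family genes above the floor, which do not include Sox2, none passed 2-fold either, with a median of -0.23 and 294 random lists lower. This median was -0.10 with no floor and also -0.10 as a mean.

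**Figure D1:**
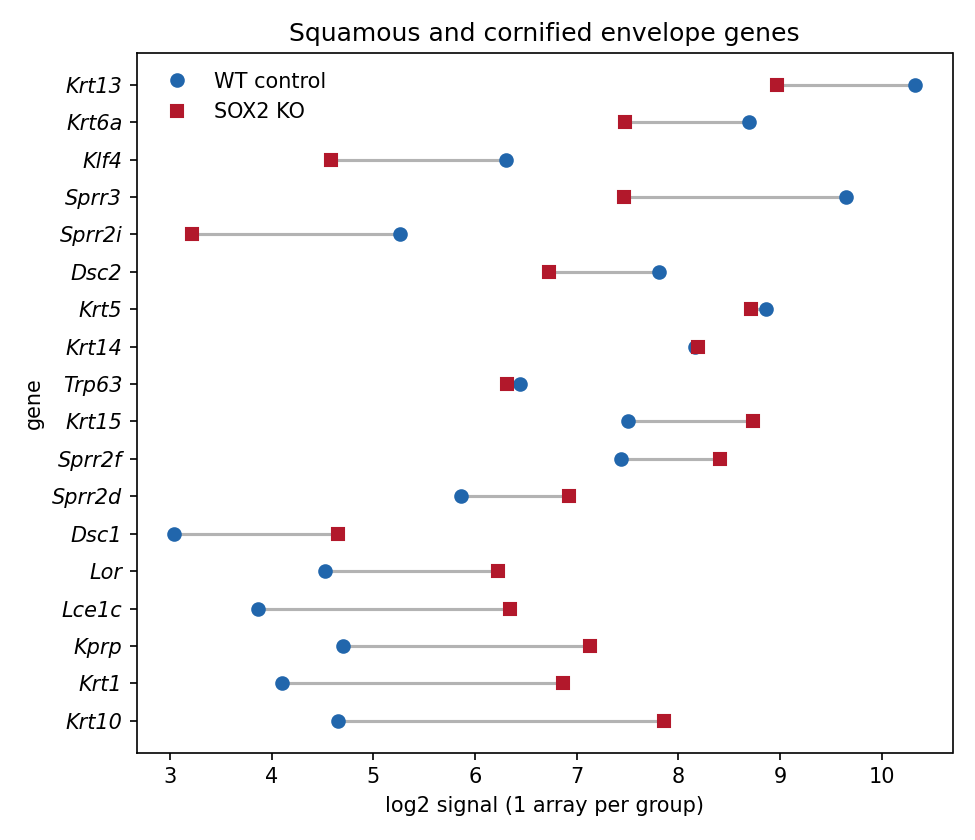
Log2 signal of squamous and cornified envelope genes in the WT control library (circles) and the SOX2 KO library (squares), 1 array per group. Krt13 goes from 10.33 to 8.97 and Krt10 from 4.65 to 7.86, while Krt14 stays at 8.16 and 8.19.

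Desmosome genes, which join keratinocytes to each other, were lower on balance. Of 11 members above the floor, 9 had a negative difference, and the median was -0.26, with 97 of 10000 random lists lower, and the mean was -0.15. Dsc2 was 2.11-fold lower, while Dsc1, the desmocollin of upper epidermis, was at least 1.75-fold higher (3.04 in WT control and 4.65 in SOX2 KO). Dsp differed by -0.55 and Dsg3 by -0.48. The study had named both as decreased from these arrays, so the rank of the desmosome list is not fully independent of that naming. The small proline-rich family of envelope precursors was also split. Sprr3 was 4.56-fold lower and Sprr2i at least 2.67-fold lower, whereas Sprr2d was 2.08-fold higher and Sprr2f 1.96-fold higher. The median of the 11 SPRR members above the floor was -0.35, with 14 of 10000 random lists lower, but it was 0.00 over members above the floor on both arrays. Sprr1b stayed near background at 3.58 and 3.75.

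Cell cycle genes above the floor each differed by less than 2-fold. The 19 genes of G2 and M phase above the floor had a median of 0.21, with 66 of 10000 random lists higher. This median lies above the central 95% of random lists, which ended at 0.17. Of these genes 14 were higher and 4 lower, and many of them lay near background. Mki67, a marker of cycling cells, was 4.90 in the WT control and 5.22 in the SOX2 KO library, and Ccna2 was at least 1.30-fold higher. Cdk1 was below the floor on both arrays (2.87 and 3.14). The 20 genes of S phase and DNA replication above the floor had a median of 0.14, with 516 random lists higher, which lies inside the central 95%. The mean and the median after quantile scaling were both 0.09. Of these genes 14 were higher and 6 lower, many of them near background. The study named Krt13, Krt6a, Dsp and Dsg3 as decreased and Cdk1, Smad4, Mki67 and Stat3 as increased from these same cultures. These array calls are therefore no independent evidence of direction. By staining of protein, the study separately reported more Ki-67 and less KRT13 in forestomach organoids and forestomachs without Sox2. That staining was not analysed here. Smad4 (6.67 and 7.0) and Stat3 (5.6 and 6.04) were each higher in the SOX2 KO library by less than 2-fold.

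The oxidative stress response list had a median of -0.45 over 15 genes, with 0 of 10000 random lists lower. Slc7a11, a cystine transporter, was 2.79-fold lower and Cat, which encodes catalase, 2.58-fold lower. The immediate early and heat shock list had a median of -0.42, with 1 random list lower, and its parts went opposite ways. The 7 immediate early members above the floor were lower, Egr1 at least 2.32-fold, and the 3 heat shock members Hspa1a (0.54), Hsph1 (0.63) and Dnajb1 (0.09) were higher. The p53 pathway median was -0.12, with 696 random lists lower and Gadd45a 2.30-fold lower. The median of TGF-beta and BMP signaling was 0.12, with 750 random lists higher, and the mean 0.20. Tgfb3 differed by 1.33 with both values near background (2.12 and 3.45). The remaining medians were 0.11 for Notch signaling (1740 random lists higher), 0.14 for the interferon response (1254 higher), -0.03 for oxidative phosphorylation (3253 lower), -0.13 for glycolysis and mTORC1 (498 lower) and -0.21 for epithelial cytokines and alarmins (307 lower). The p53 pathway and the lists named after it lay inside the central 95% of random lists. Several of these medians depended on the setting. Notch signaling turned to -0.10 with no floor, and the interferon response turned to -0.07 with the floor on both arrays but was 0.44 as a mean. Glycolysis and mTORC1 was -0.23 after quantile scaling and -0.26 as a mean, and the cytokine list -0.03 with no floor and -0.05 as a mean. In the interferon list Ifi44 was at least 3.26-fold higher.

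Columnar genes showed little difference, but many of them lay near background on both arrays. Of 26 gastric and columnar genes on the array, 18 passed the floor. The gastric and columnar median was 0.05 and the mean 0.20, and Krt7 (6.96 in both), Gata4 (4.49 and 4.48) and Hnf4a (4.06 in both) were level. Krt19 was at least 1.48-fold higher and Pgc, a gastric zymogen, at least 1.61-fold higher. The intestinal median was 0.12 over 7 genes and changed sign under several settings. Cdx2, an intestinal transcription factor, was below the floor on both arrays (3.16 and 3.03).

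Several matrix and smooth muscle genes were higher in the SOX2 KO library. Bgn, Ogn and Dcn, which encode small proteoglycans of the matrix, were at least 7.29-fold, 4.98-fold and 4.16-fold higher. The smooth muscle genes Acta2 and Myh11 were 7.41-fold and 4.89-fold higher. Myh11 was 3.97 in WT control, just above the background stand-in, so background may limit its fold. The fibroblast list had a median of 0.43 over 10 genes, with 5 of 10000 random lists higher and a mean of 0.68, and the endothelial and smooth muscle list 0.69 over 8 genes, with 0 higher. In the latter the 5 smooth muscle members were higher, while the 3 endothelial members above the floor, Cdh5, Kdr and Tie1, lay near background in both libraries and were not higher in SOX2 KO. Without a floor its median was 0.25, and with the floor at the olfactory receptor level 1.08. Col1a1, a main fibroblast transcript, was 4.04 and 4.34, and Col3a1 was 3.41 and 3.31. The leukocyte median was 0.14 and the mean 0.26, with Lyz2 at least 1.62-fold higher. The differences of the fibroblast list, the endothelial and smooth muscle list and the squamous differentiation list above come from the same 2 libraries. This neither links them nor shows which library changed. The leukocyte median stayed within the range of most random lists, with 948 of 10000 higher.

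**Figure D2:**
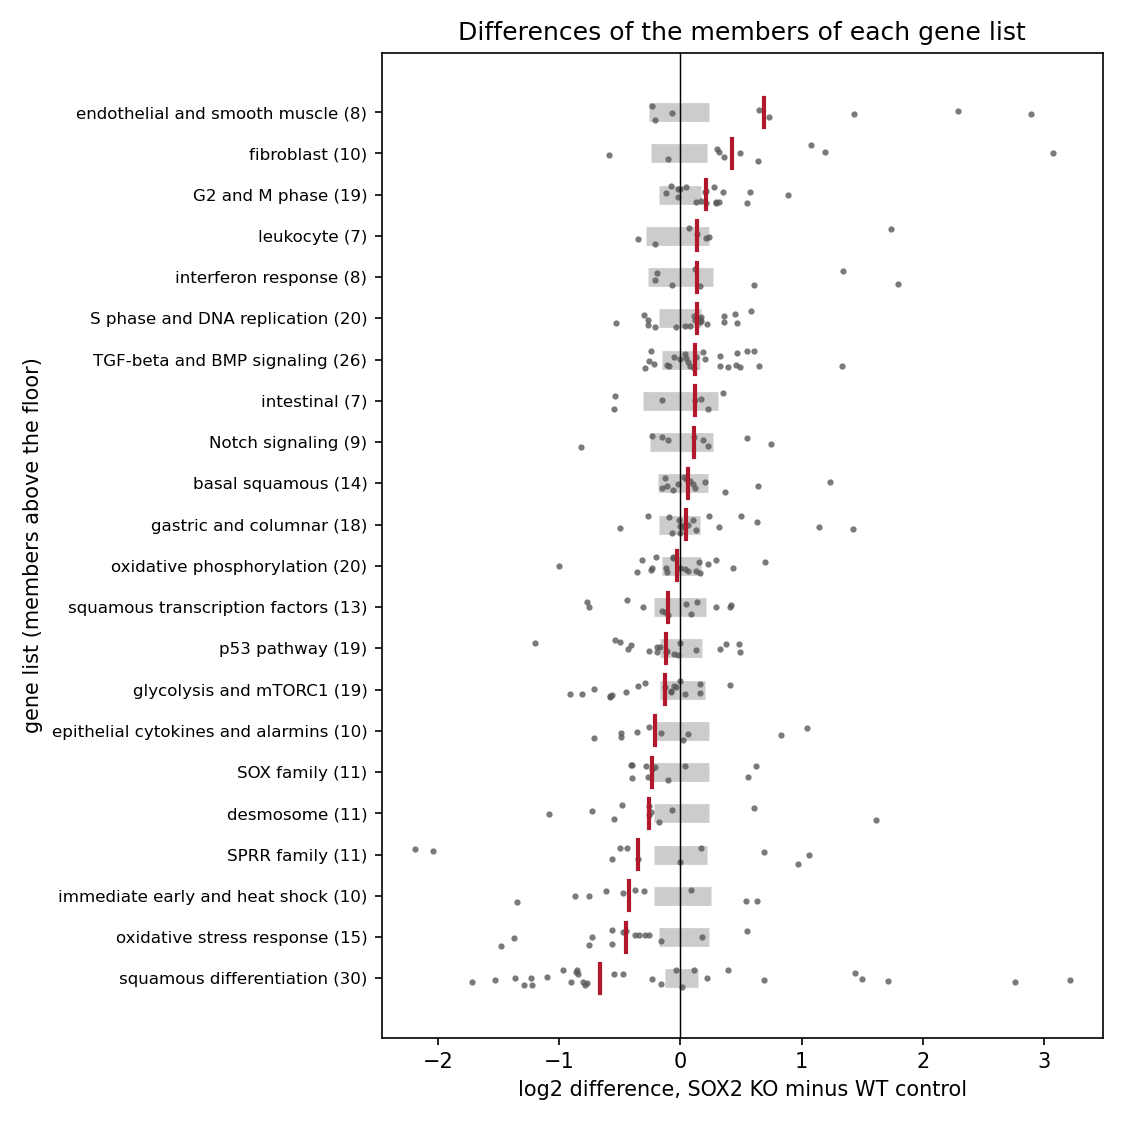
Log2 difference (SOX2 KO minus WT control) of each member above the floor (points), the list median (vertical bars) and the central 95% of medians of 10000 random lists matched on signal (grey). The squamous differentiation median of -0.66 is the lowest and the endothelial and smooth muscle median of 0.69 the highest.

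Across all genes above the floor, 322 were at least 2-fold higher and 127 at least 2-fold lower in the SOX2 KO library. The largest decreases among named genes included Klk14, an epithelial serine protease (11.9-fold), Sox2, Clca3b (7.26-fold), the antimicrobial peptide gene Defb4 (6.63-fold), the EGF receptor ligand Epgn (6.36-fold), Calcb (6.32-fold), Tmprss11a (5.21-fold), Nupr1 (4.86-fold), Sprr3, the EGF receptor ligand Areg (4.44-fold) and F3, which encodes tissue factor (4.14-fold). The largest increases outside the genes given above were Dynap (11.4-fold), the complement gene C3 (at least 5.19-fold), the fatty acid elongase Elovl6 (5.78-fold), the cornified envelope genes Lce1c (5.54-fold) and Kprp (5.39-fold), and the protease inhibitor Stfa1 (5.10-fold). Of the 322 higher genes, 155 were predicted genes and 30 olfactory or vomeronasal receptors. Without these, clones, pseudogenes and small RNAs, 112 were higher and 100 lower. That count was chosen after the data were seen.

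**Figure D3:**
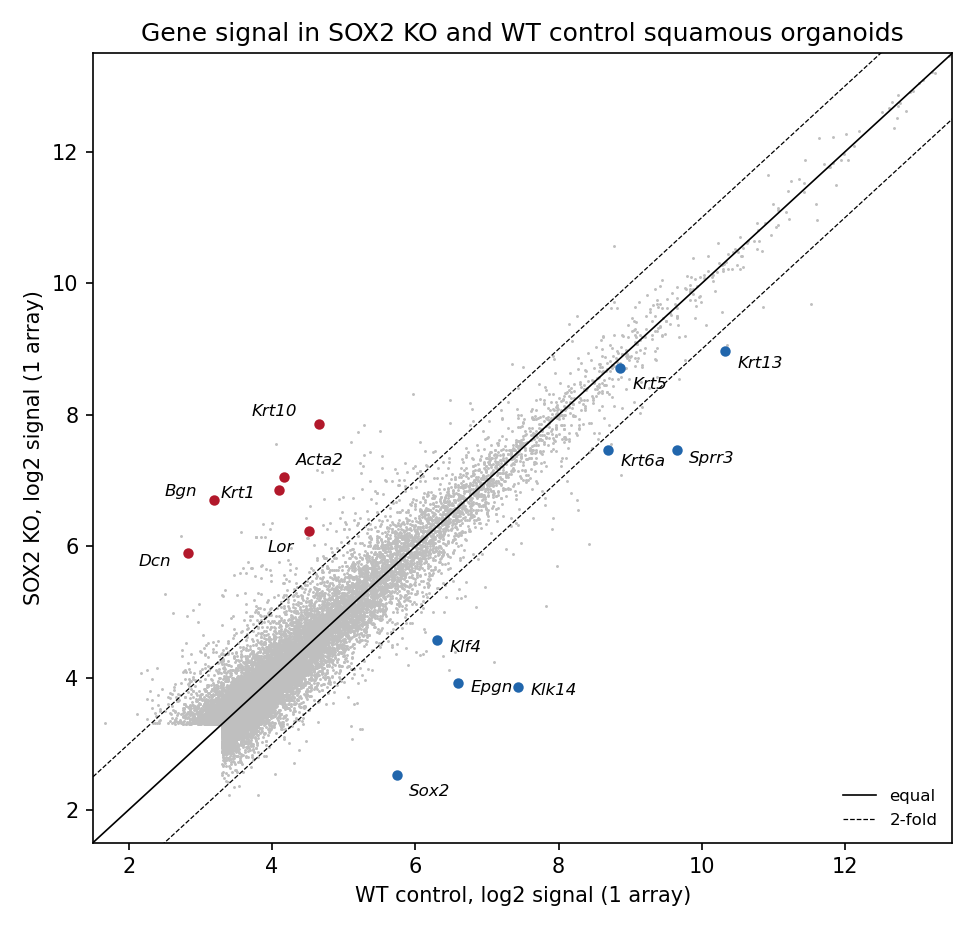
Log2 signal of each gene above the floor in the WT control library (x axis) and the SOX2 KO library (y axis), 1 array each, with the line of equality and dashed lines at 2-fold. Colored points are named genes, and Sox2 lies at 5.74 and 2.53.

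Both libraries carried the X-inactivation transcript Xist at high signal (9.22 and 9.50). The Y-linked genes Ddx3y (2.61 and 2.59), Eif2s3y (2.25 and 2.41), Kdm5d (2.38 and 2.23) and Uty (2.12 and 2.18) were below the floor in both.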

Values the study reported

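The study reported 7,328 SOX2 binding peaks in control squamous organoids and 129 in organoids without Sox2. It reported 1,208 SOX2-bound genes with lower expression after Sox2 loss and 1,016 SOX2-bound genes with higher expression. The expression part of these counts came from the organoid arrays analysed here, so it is no independent evidence. The study gives no threshold for it, and the counts cannot be compared with those above.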

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

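Signal outside the genes compared in the report was found in probe sets with several gene symbols and in probe sets with none. Of 1162 probe sets above the floor that carried several symbols, 123 were at least 2-fold higher and 7 at least 2-fold lower in the SOX2 KO library. Of 1291 above the floor with no symbol, 53 were at least 2-fold higher and 21 lower.

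The test on classes of genes below was chosen after the result was seen, and the one on multi-copy families before. More genes were higher than lower in the SOX2 KO library (322 and 127), and 30 of the 44 genes of a cluster on chromosome 14 between 3030002 and 7951588 (mm10) were at least 2-fold higher. One candidate explanation is that families of near-identical genes were counted once per copy. Without predicted genes, receptors, small RNAs and clones the ratio of higher to lower genes was 1.12, which goes with it. Without genes sharing both values 305 were higher and 127 lower. That setting leaves in copies whose values differ, so it cannot weigh against this explanation. Genomic DNA left in the SOX2 KO RNA may also raise such families, and 85 probe sets of 12 other multi-copy families had a median difference of 0.08, between the 0.05 that would have argued against it and the 0.25 it would need. Both therefore stay open. A biological difference through genotype is confounded with the culture and was not tested.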

How the results depend on the processing

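The olfactory receptor floor and the counts without gene classes were chosen after the data were seen. No paired analysis was possible because each group had 1 library, and no library could be left out. The planned floor from negative controls was not run, because no probe set used here was labelled as a negative control. The series value table gave identical values and tests nothing. With no replicates, a value was called moved past the receptor SD for a gene and past the SD of random medians for a list, and a count past 1.5 times the one reported. The Sox2 difference ranged from -3.27 to -3.20. No value of a gene selected by the naming rule moved, and the other genes given with values were not run. For the counts, Sox2 and the lists, 251 values stayed within these limits, those of the identical table included. Many of these values could not move. A floor leaves a gene's difference as it is, and random lists not matched on signal leave a list median as it is. For a gene with 1 probe set only the 3 scalings could move the difference. Within the limit of 1.5 times, the counts ran from 231 to 329 higher and from 100 to 148 lower, with 231 and 103 for the floor on both arrays. At 1.5-fold, 1031 genes were higher and 708 lower; at 3-fold, 80 and 28, as the threshold itself requires. Without predicted genes, receptors and small RNAs 112 were higher. The median difference of all genes was 0.00 as deposited and -0.04 after quantile scaling, the furthest of the 3 scalings. For the list medians below that moved, the cause was not tested. With no floor they were -0.10 for Notch signaling, -0.10 for the SOX family, 0.25 for endothelial and smooth muscle, -0.03 for epithelial cytokines and alarmins and -0.055 for intestinal genes. With the floor on both arrays they were 0.00 for the SPRR family and -0.07 for the interferon response. With the mean they were -0.19 for squamous differentiation, -0.10 for the SOX family, 0.20 for TGF-beta and BMP signaling, 0.94 for endothelial and smooth muscle, -0.052 for epithelial cytokines and alarmins, 0.68 for fibroblast, 0.20 for gastric and columnar, -0.26 for glycolysis and mTORC1, 0.44 for the interferon response and -0.053 for intestinal genes. Quantile scaling gave -0.23 for glycolysis and mTORC1, genes with 1 probe set gave -0.15 for intestinal genes, and the olfactory receptor floor gave 1.08 for endothelial and smooth muscle. Random lists not matched on signal left each list on its side of the central 95%. Signals near the receptor level of 3.84, which include Cdk1, many gastric and columnar genes and most intestinal genes, cannot show a fall.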

Other observations

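The genes of this paragraph were picked after their values were seen. Both groups were set against random lists, with 2 of 10000 lower for the EGF receptor ligands and 0 for the amino acid and stress response genes, which is no evidence for groups picked as low. Of 6 EGF receptor ligands above the floor, 5 were lower in the SOX2 KO library and 2, Epgn and Areg, at least 2-fold. Ereg was 5.44 in the WT control and 4.78 in the SOX2 KO library and Hbegf 6.22 and 5.64, while Tgfa was 3.51 and 3.67. Other genes with lower signal were Cth (5.10 and 3.27), Mthfd2 (6.12 and 4.75) and Atf4 (7.45 and 6.57), which act in amino acid metabolism or its stress response.

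The tests below on keratin cross-hybridization, on dilution and on collagen and smooth muscle genes were chosen after the result was seen, the others before. Members of the squamous differentiation list differed in both directions. The list median was -0.71 after quantile scaling, a setting that moved the glycolysis and mTORC1 list, and -0.67 after loess scaling, which moved little. This argued against an offset left between the deposited arrays as the cause. The scalings shifted genes by a median of only -0.02 to 0.01, and the authors' own normalization was not tested. Cross-hybridization between keratins as the whole of the pattern was argued against by the 22 members that are not keratins, of which 36.4% passed 2-fold; for the keratins themselves it stays open, since Lor, Flg, Kprp, Lce1c and Dsc1 (median difference 1.71) were picked as high genes and decide nothing. Dilution of keratinocyte RNA large enough to give the list median of -0.66 would lower basal genes too, if the basal share stayed equal. The basal squamous median was 0.065. However, the study reported expanded basal keratins in forestomachs without Sox2, and such a gain could offset dilution. The bounds of that test were also set with its value known, so it cannot decide and dilution stays open. The test planned for other cell types did not decide, since the fibroblast median was 0.43, between the 0.25 and 0.5 set for it. An effect of Sox2 loss may explain the pattern but is confounded with culture, passage and mouse, and with Cre and tdTomato if the control lacked Cre.

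For the matrix and smooth muscle genes higher in the SOX2 KO library, no explanation was excluded or supported. Col1a1, Col1a2 and Col3a1 had a median difference of 0.30, but they lay near background, and the fibroblast list held higher genes such as Dcn, so fibroblasts in that culture stay open. Smooth muscle cells or myofibroblasts also stay open: Acta2, Myh11, Des, Tagln and Cnn1 had a median difference of 1.43, but these are the genes that make up the pattern. Expression of these genes by the epithelium itself was not tested.

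Scaling left the G2 and M phase median at 0.175 after quantile scaling. Different sex of the mice was argued against by the Xist difference of 0.28. Within 20 Mb of Sox2, 4 of 106 genes passed 2-fold, a share at percentile 76.3 of windows of that width elsewhere. One of the 4 is Sox2 itself, and without it the share was 2.86%, at percentile 61.4. This leaves open whether alleles of another strain near the locus may contribute, as does the control, whose Sox2 alleles are not given beyond its label.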
